A study of Caenorhabditis elegans with 6 samples. Its data were reported in "A pals-25 gain-of-function allele triggers systemic resistance against natural pathogens of C. elegans" (2022).

How the data were processed

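RNA was sequenced from whole Caenorhabditis elegans at the last larval stage (L4), 3 libraries from the WT strain and 3 from pals-25(icb98) mutants. Embryos were isolated by bleaching gravid adults, grown at 20°C on plates seeded with E. coli OP50, and RNA was extracted with TRIzol. The sample names describe the replicates as biological, and the groups and replicate numbers were taken from them. Both strains carry the integrated reporter icbIs4, in which the chil-27 promoter drives GFP and the col-12 promoter drives mCherry.

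The authors estimated transcript abundance with kallisto, which assigns reads to annotated transcripts without aligning them base by base, against the WS235 transcriptome of WormBase. The deposited values are estimated counts per transcript, with transcript lengths, effective lengths and TPM beside them. The TPM values deposited by the authors are the same estimates divided by effective length and scaled to the same total in each library. The authors then used sleuth with a Wald test, which was not run here because it needs bootstrap estimates, which the deposited tables do not hold. Versions of kallisto and sleuth, the read length and the strand setting are not given in the sources used here. Because the reads of overlapping transcripts and of near-identical gene copies are divided by the model, single-transcript values and values of close paralogs are less certain than gene totals.

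Each library listed the same 35862 transcripts, which were summed to 22010 genes by their sequence names. Of these, 21839 (99.2%) were matched to a WormBase gene identifier and symbol in the Ensembl WBcel235 annotation, and 171 kept their sequence name. Coordinates are those of that annotation, counted from 1. More than 1 transcript was listed for 28.8% of genes. Estimated counts are not whole, so gene totals were rounded before testing. Totals were 47297002, 41017280 and 40709626 in WT replicates 1 to 3 and 43614668, 44094964 and 44425046 in pals-25(icb98) replicates 1 to 3.

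Genes were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F-test with robust estimation, TMM normalization and the filterByExpr filter at a minimum count of 10, which left 16166 genes. The model held the group alone, after the unblocked design of the authors. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and a separate count used the authors' thresholds of p under 0.01, adjusted p under 0.1 and a log2 fold change over 2. Standard errors are those implied by the F statistic. Levels are CPM (counts scaled to a common library total) as mean ± SD of 3 libraries, with TMM-scaled totals. Folds against a group with 0 counts in all libraries used a floor of 3 counts over the group, and ratios with 1 to 3 counts in a group carry an exact 95% counting interval; both cover counting error only.

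For the fixed gene lists, genes called over all tested genes and genes called with p adjusted over the list alone were counted. Each list was compared with the other tested genes by camera in limma 3.58.1, with an inter-gene correlation of 0.01 and again with a correlation estimated from the data, and p was adjusted over the 35 lists. The lists were the intracellular pathogen response (IPR), the oomycete recognition response (ORR), genes regulated by pals-22/25 and genes upregulated in the pals-25(jy111) allele; the pals, chil, F-box, MATH and BATH, abu/pqn, cuticle collagen, hedgehog-related, major sperm protein, vitellogenin, nlp/cnc, C-type lectin, lysozyme, cytochrome P450 and UDP-glucuronosyltransferase families; ribosomal proteins, proteasome subunits, the cullin-RING ligase of the IPR, molting genes, the ER and mitochondrial unfolded protein responses, the heat shock response, RNA interference machinery and PMK-1 p38 intestinal immunity; and markers of epidermis, intestine, pharynx, body wall muscle, neurons, germline, oocytes and sperm. The first 4 lists were taken from the study's own gene lists, and the jy111 libraries behind the last of these were not analysed here. All counts per list cover tested members only. The measured genes numbered 80 in the IPR list, 206 in the ORR list, 389 in the pals-22/25 list, 26 in the chil list and 315 in the F-box list. A member silent in WT was tested only if its mutant counts passed the filter, which can raise the share that rose.

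The groups, lists, tests, alternatives and the rule for naming genes were fixed before the data were examined. The rule names 15 preset genes, the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 CPM and no overlap between groups, and for each list up to 4 members of smallest adjusted p, the strongest member in the opposite direction and, in short lists, every called member. Other genes named were chosen after their values were seen, which is said where they appear. Alternatives were DESeq2 1.42.0, limma-voom, other scaling factors, other filters on low counts, length-scaled counts, transcript-level tests, limma on log2(TPM + 1) and log2(TPM + 0.1), the replicate number as a block, and leaving out each library in turn. Python 3.11.15 with pandas 2.3.3 was used for joining tables and matplotlib 3.10.9 for figures.

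The edgeR step was tested on simulated counts for pals-25(icb98) against WT, with 200 of 16036 genes changed. It recovered 47.8% of genes changed by 2-fold, 85.1% of those changed by 4-fold and 97.0% of those changed by 16-fold, and 3.16% of its calls were false. In the same simulation camera called 2 of 2 changed lists and 0 of 20 random lists. Counts were drawn independently for each gene. The simulation therefore does not test camera on lists whose members vary together, such as the oocyte list (estimated correlation 0.977). It also changed a far smaller share of genes than the 20.5% called in the data. No simulated library departed from its group across many genes at once, as WT replicate 2 did. Its share of false calls is therefore not an estimate for the calls in the data.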

Results

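Whole-animal RNA was profiled in 3 WT libraries and 3 libraries of pals-25(icb98), a strain carrying a premature stop codon near the end of pals-25 that was recovered in a screen for animals that express a chil-27 reporter without infection. The comparison asks which genes, and in particular which genes of the ORR (induced by oomycetes that infect the epidermis) and the IPR (induced by microsporidia and virus in the intestine), are altered in the mutant when no pathogen is present. Between 40709626 and 47297002 estimated counts were obtained per library. The mutant libraries lay close together, with 230 to 280 genes over 2-fold apart in any pair. WT replicates 1 and 3 were 280 genes apart, whereas WT replicate 2 differed from them at 2960 and 2658 genes. No pair of libraries in a group was within sampling noise, so all 6 were treated as separate samples.

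The mutated gene itself, pals-25 (T17A3.2, chromosome III 134494 to 137975), was measured at 1.88, 2.47 and 1.77 CPM in WT replicates 1 to 3 and at 4.08, 4.24 and 3.78 CPM in pals-25(icb98) replicates 1 to 3. Its transcript thus rose by 0.98 on the log2 scale (SE 0.17, edgeR quasi-likelihood adjusted p = 0.0145), and its operon partner pals-22 (C29F9.1, III 132418 to 134401), which encodes a repressor of this pathway, rose by the same 0.98 (SE 0.16, edgeR adjusted p = 0.0121) from 4.10 ± 0.774 to 8.09 ± 0.316 CPM (SD, n = 3). The stop codon does not remove the transcript, so these levels do not check the genotype. Both calls were lost when any 1 mutant library was left out, and that of pals-25 also without WT replicate 3, with edgeR adjusted p of up to 0.0719 for pals-25 and 0.0598 for pals-22.

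The genes whose reporters mark these responses rose far more. chil-27, an ORR gene encoding a chitinase-like protein (II 9477867 to 9479696), went from 0.132 ± 0.0866 CPM in WT to 36.6 ± 3.37 CPM in pals-25(icb98), a log2 change of 8.09 (SE 0.32, edgeR adjusted p = 7.87e-05). pals-5, a member of both responses (I 13130813 to 13132466), went from 0.133 ± 0.0532 to 22.8 ± 1.71 CPM (log2 change 7.41, SE 0.23, edgeR adjusted p = 2.67e-05). zip-1, a bZIP transcription factor of the IPR, rose by 1.94 (SE 0.08, edgeR adjusted p = 5.96e-05) and cul-6, a cullin subunit of a ubiquitin ligase, by 2.27 (SE 0.08, edgeR adjusted p = 4.60e-05). skr-5, a Skp1-related adaptor, rose by 1.13 (SE 0.18, edgeR adjusted p = 0.0115). The epidermal collagen col-12, whose promoter drives the second reporter, rose from 490 ± 174 to 1425 ± 118 CPM (log2 change 1.54, SE 0.28, edgeR adjusted p = 0.0161). Its level in WT replicate 2, 298 CPM, was the lowest of the 6 libraries, and its call was lost without WT replicate 3 or any 1 mutant library (edgeR adjusted p up to 0.0710). By contrast, F26F2.1, an IPR gene, measured 0.764 ± 0.248 CPM in WT and 0.857 ± 0.153 in the mutant (edgeR adjusted p = 0.712), and F26F2.3 showed a log2 difference of 0.78 with SE 0.55 (edgeR adjusted p = 0.355). The genes myo-2 (-0.03, edgeR adjusted p = 0.877), lea-1 (0.23, 0.103) and snb-1 (0.21, 0.0756) were not called. Without WT replicate 2, lea-1 and snb-1 were, at edgeR adjusted p of 0.0447 and 0.00125. F26F2.4 and fbxa-75, with at most 8 counts in any library, were too low to test.

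**Figure D1:**
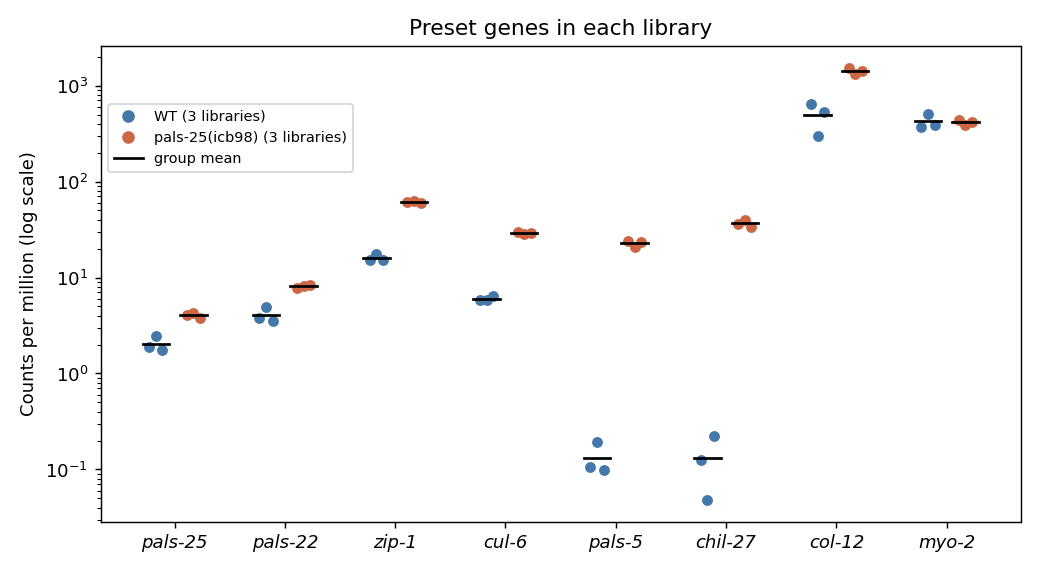
Level of part of the preset genes, in CPM on a log axis, for each of the 3 WT and 3 pals-25(icb98) libraries, with group means. The genes are pals-25, pals-22, zip-1, cul-6, pals-5, chil-27, col-12 and myo-2. The tested preset genes F26F2.1, F26F2.3, skr-5, lea-1 and snb-1 are not drawn. chil-27 and pals-5 lie below 1 CPM in WT and at 36.6 and 22.8 CPM on average in the mutant, whereas pals-22 and pals-25 differ by a log2 change of 0.98.

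Across the genome, 1584 genes were higher and 1729 lower in pals-25(icb98), 20.5% of the 16166 tested. The rises were larger than the falls: 423 genes rose and 69 fell by over 4-fold, and 185 rose and 1 fell by over 16-fold. The median log2 change was 1.13 among the genes called higher and -0.56 among those called lower. Over all tested genes, the mutant and WT libraries did not overlap in 49.3%, against 10% by chance with 3 libraries per group. At the study's thresholds 423 genes were higher and 68 lower. The number of calls changed when single libraries were left out: without WT replicate 2 it was 3165 higher and 2972 lower, and without pals-25(icb98) replicate 1, 2 or 3 it was 682, 823 or 724 higher and 330, 631 or 381 lower. Without WT replicate 3 it was 912 and 576, and without WT replicate 1 the falls numbered 1057. These fits hold 1 library fewer, so a lost call can reflect lower power rather than a changed estimate. In none of them was a gene called in the direction opposite to the main fit (0 in each).

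Among genes with a mean of at least 1 CPM, the largest rises were in genes almost silent in WT. pqn-79 and pqn-76, which encode glutamine- and asparagine-rich proteins, had 0 counts in WT against 1635 and 681 in the mutant, at least 532-fold and 222-fold higher, and abu-5 of the same cluster (IV 15590697 to 15591772) rose from 6 to 3350 counts. These 3 genes lie close together on chromosome IV, and their sequences were not compared here, so reads shared among them are not excluded and their single values are uncertain. thn-4, a thaumatin-like gene, had 1 count in WT and 1262 in the mutant (ratio 1232, 95% counting interval 221 to 48711), and srw-23, its neighbor on chromosome V, a chemoreceptor gene, had 1 and 1258 (1228, 220 to 48557). The totals of these neighbors were nearly equal, and reads divided between them are not excluded, so they may not be separate rises. W04G5.7 had 2 and 780 counts (381, 105 to 3150) and ZK218.7 had 2 and 674 (329, 90.7 to 2723). F15A4.8 (log2 change 8.90) and the chitinase-like genes chil-18 (8.31) and chil-9 (8.30) complete the 10. At the same level, the deepest falls were of C17B7.12 (-3.61, SE 0.45, edgeR adjusted p = 0.00509), F45D11.1 (-3.49), K02E7.6 (-3.23), the C-type lectin clec-247 (-3.22), pud-4 (-3.03, from 35.3 ± 14.5 to 4.32 ± 0.271 CPM), ugt-42 (-2.99), BE0003N10.6 (-2.97), the receptor tyrosine kinase ver-4 (-2.95), F16G10.9 and F54D10.8 (both -2.81). The calls of F45D11.1, ugt-42, F54D10.8 and BE0003N10.6 were lost when single libraries were left out, with edgeR adjusted p of up to 0.0557, 0.0987, 0.0789 and 0.150. These losses occurred without pals-25(icb98) replicate 3 for all 4 genes, without replicate 1 for all but F45D11.1, and without replicate 2 for ugt-42. WT replicate 3 ended the calls of all but F45D11.1, and WT replicates 1 and 2 that of BE0003N10.6.

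Most tested IPR genes rose in the mutant. Of 77 IPR genes tested, 64 rose and 0 fell, with 64 and 0 adjusted over the list alone, and the median log2 change was 4.67. At the study's thresholds 53 were higher. The study described the induction of the IPR and ORR in this mutant as partial. B0507.8 (V 8760622 to 8762961) went from 3.34 ± 0.309 to 728 ± 17.7 CPM (log2 change 7.77, SE 0.09, edgeR adjusted p = 1.37e-06), and the adjacent ddn-1 from 5.07 ± 0.473 to 936 ± 32.6 CPM (7.53, SE 0.09, edgeR adjusted p = 1.37e-06). F42C5.3 (6.77) and Y39G8B.5 (7.01) also rose over 16-fold. The list stood apart from other genes by camera (adjusted p = 8.00e-62, adjusted p = 0.00298 with an estimated correlation). DESeq2 and limma-voom likewise called 0 IPR genes lower, and 0 were lower at an unadjusted p under 0.05. The median of the list varied little among the WT libraries, from -0.08 to 0.03 on the log2 scale relative to the WT mean.

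The ORR rose to a similar extent. Of 195 ORR genes tested, 147 rose and 3 fell, with 157 and 5 adjusted over the list alone, and the median log2 change was 4.12 (camera adjusted p = 9.45e-72, adjusted p = 0.00255 with an estimated correlation). At the study's thresholds 125 were higher. The 4 genes named for the IPR also have the smallest p in this list, and 41 genes belong to both lists. Among the 3 genes that fell, tns-1, which encodes a tensin homolog, had the smallest p (log2 change -0.41, SE 0.04, edgeR adjusted p = 0.00217). When transcripts of tns-1 were tested singly, only M01E11.7b.2 was called, with 0 counts in WT and 49, 66 and 95 in the mutant, at least 68.4-fold higher (edgeR adjusted p = 0.0179). The tns-1 transcripts with more counts, such as M01E11.7c (-0.49, edgeR adjusted p = 0.0763) and M01E11.7a (-0.62, edgeR adjusted p = 0.0719), did not pass. Without WT replicate 2, 9 ORR genes fell. Of the 423 genes over 4-fold higher in the mutant, 139 belonged to the IPR or ORR and 284 to neither.

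The same held for genes defined in other alleles of this operon. Of 317 tested genes previously found to be regulated by pals-22/25, 240 rose and 1, far-3, fell (246 and 4 adjusted over the list alone), with a median log2 change of 3.02 (camera adjusted p = 1.77e-81, adjusted p = 0.00216 with an estimated correlation). The list held 389 measured genes, of which 184 were higher at the study's thresholds. The study described this overlap as partial. The fall of far-3, a fatty acid and retinol binding protein gene, was -0.53 (edgeR adjusted p = 0.0402) and was lost without WT replicate 1, WT replicate 3 or any 1 mutant library (edgeR adjusted p up to 0.134), while 4 genes of the list fell without WT replicate 2. Of 166 genes upregulated in pals-25(jy111), an independent allele with the same stop codon, 165 rose and 0 fell in pals-25(icb98), with 165 and 0 adjusted over the list alone. A further 2 genes of that list were not found among the genes measured here. For those tested, the median log2 change was 5.03 (camera adjusted p = 1.44e-126, adjusted p = 0.00255 with an estimated correlation), and 154 passed the study's thresholds. None of these genes was lower at an unadjusted p under 0.05 or by DESeq2 or limma-voom (0 in each).

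**Figure D2:**
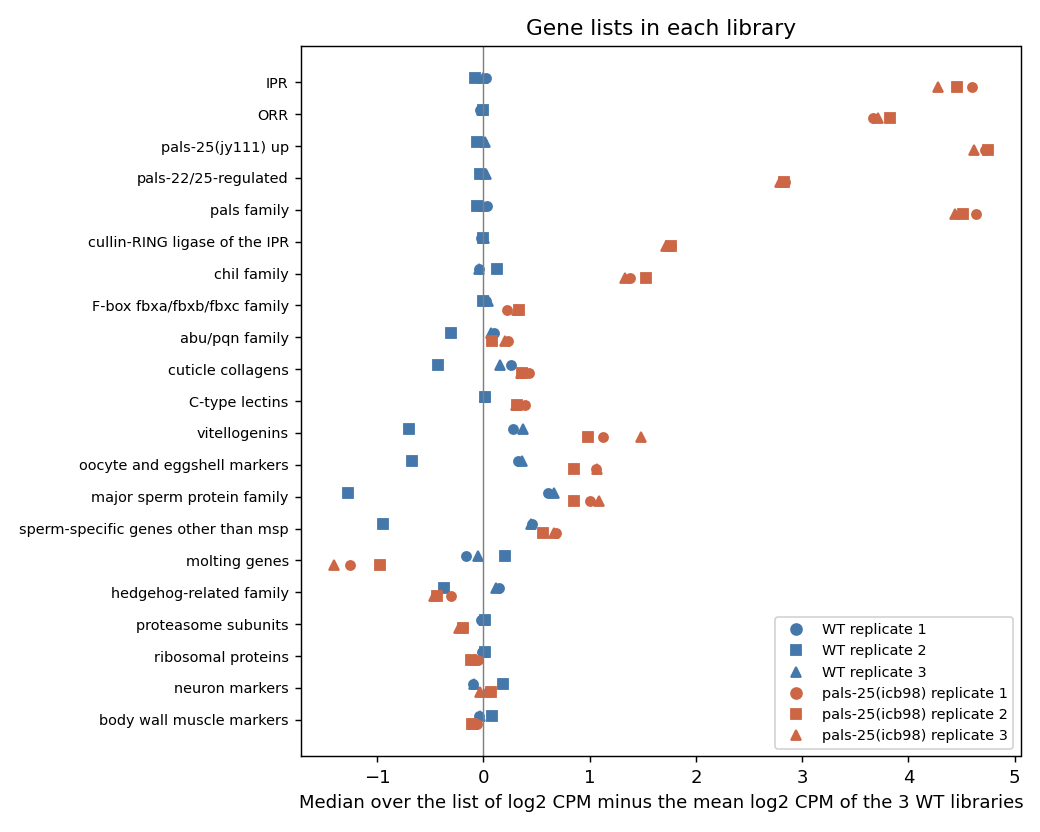
Median log2 level of part of the 35 gene lists in each library, relative to the WT mean. Not drawn are the MATH and BATH, nlp/cnc, lysozyme, cytochrome P450, UDP-glucuronosyltransferase, RNA interference and PMK-1 lists. The heat shock and unfolded protein response lists and the epidermis, intestine, pharynx and germline markers are also not drawn. The IPR and ORR medians lie near 0 in the 3 WT libraries and between 3.66 and 4.60 in the 3 mutant libraries, while the major sperm protein, sperm, oocyte and vitellogenin medians are lowest in WT replicate 2.

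Members of several expanded gene families rose, in some families most of them and in others a minority. Of 34 pals genes, which encode proteins of unknown biochemical function, 28 rose and 0 fell (29 and 0 adjusted over the list alone, median log2 change 4.61, camera adjusted p = 2.20e-36, adjusted p = 0.00216 with an estimated correlation), with pals-37 (6.44), pals-29 (7.40), pals-4 (5.88) and pals-32 (5.80) of smallest p. DESeq2 and limma-voom called 29 and 0. Of 21 chil genes, encoding chitinase-like proteins, 14 rose and 1 fell (16 and 1 adjusted over the list alone, median 1.36, camera adjusted p = 3.38e-12, adjusted p = 0.0460 with an estimated correlation), including chil-1 (6.04). The exception, chil-10, fell by 0.38 (edgeR adjusted p = 0.0317, up to 0.119 with 1 library left out, lost in every case but WT replicate 2). All 6 tested components of the IPR cullin-RING ubiquitin ligase rose and 0 fell (6 and 0 adjusted over the list alone, and 6 and 0 by DESeq2 and limma-voom), with a median of 1.75 (camera adjusted p = 1.34e-10, adjusted p = 0.0120 with an estimated correlation): besides cul-6 and skr-5 they included skr-3 (1.69), the RING protein gene rcs-1 (1.80) and the F-box gene fbxa-158 (5.61). The remaining ligase component, the F-box gene fbxa-75, was too low to test, with 3, 4 and 4 counts in WT replicates 1 to 3. It had 2, 4 and 1 in pals-25(icb98) replicates 1 to 3. Among 155 F-box genes, 43 rose and 4 fell (46 and 6 adjusted over the list alone), with a median of 0.26 (camera adjusted p = 6.85e-07, adjusted p = 0.0108 with an estimated correlation). fbxa-174 (7.97), fbxa-135 (5.01) and fbxa-188 (3.23) rose, whereas fbxa-209 (-0.81, edgeR adjusted p = 0.0187) fell, a call lost without WT replicate 3 or pals-25(icb98) replicate 1 or 3 (edgeR adjusted p up to 0.0846). Of 58 MATH and BATH domain genes, 14 rose and 0 fell (15 and 1 adjusted over the list alone, median 0.15, camera adjusted p = 0.00759, adjusted p = 0.168 with an estimated correlation). They included math-49 (5.19), math-8 (4.54), bath-36 (1.47) and math-23, with 1 count in WT and 225 in the mutant. In that family 7 were lower at an unadjusted p under 0.05, DESeq2 and limma-voom called 3 and 1 lower, and 6 were lower without WT replicate 2. With pals-25(icb98) replicates 1, 2 and 3 left out in turn, 23, 25 and 26 F-box genes rose and 0, 1 and 0 fell, and 7, 8 and 8 MATH and BATH genes rose. Without WT replicate 3, 8 MATH and BATH genes rose and 0 F-box genes fell, and without WT replicates 1 and 2, 2 and 9 F-box genes fell.

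Genes of RNA interference and of other immune programs changed in part. Of 48 RNA interference genes, 9 rose and 0 fell (9 and 0 adjusted over the list alone, median 0.08, camera adjusted p = 0.0352, adjusted p = 0.525 with an estimated correlation). These included the RNA-dependent RNA polymerase gene rrf-2, from 7.43 ± 1.36 to 91.2 ± 2.65 CPM, sid-5 (2.14), the Argonaute gene rde-1 (0.83) and the RIG-I-like helicase gene drh-1 (0.66). At an unadjusted p under 0.05, 2 were lower, DESeq2 and limma-voom called 2 and 0 lower, and without WT replicate 2 the list had 6 lower genes and a camera adjusted p of 0.133. Of 135 C-type lectins, 40 rose and 12 fell (43 and 15 adjusted over the list alone, median 0.30, camera adjusted p = 0.00296, adjusted p = 0.0559 with an estimated correlation). clec-60 rose from 0.772 ± 0.0798 to 19.7 ± 5.63 CPM, and clec-61 (3.38), clec-28 (2.35) and clec-84 (0.58) also rose. Of 13 lysozymes, 4 rose and 0 fell (4 and 0 adjusted over the list alone, median 0.19, camera adjusted p = 0.0321, adjusted p = 0.408 with an estimated correlation). They were lys-7 (1.73), ilys-2 (3.18), lys-8 (0.26, edgeR adjusted p up to 0.106 with 1 library left out, lost without any but WT replicate 2) and ilys-1, which had 0 counts in WT and 82 in the mutant and was at least 26.7-fold higher. The lysozyme list was not called by camera without WT replicate 1 (adjusted p = 0.0501) or WT replicate 2 (0.235), or with DESeq2 (0.0799). At an unadjusted p under 0.05, 1 lysozyme was lower, and DESeq2 and limma-voom called 0. Of 21 genes of PMK-1 p38 intestinal immunity, 7 rose and 1 fell (8 and 1 adjusted over the list alone, median 0.28, camera adjusted p = 0.0941, and 0.0475 with DESeq2), among them irg-1 (1.14) and irg-7 (0.32). irg-4 fell by 0.96 (edgeR adjusted p = 0.0190, lost without pals-25(icb98) replicate 1 or 3, up to 0.0906), and 4 genes of the list were lower without WT replicate 2. Of 12 epidermal antimicrobial peptide genes of the nlp/cnc families, 0 rose and 1, cnc-3 (-1.86, edgeR adjusted p = 0.00193), fell (0 and 1 adjusted over the list alone, median 0.17, mean -0.08, camera adjusted p = 0.793). In that list 1 gene was higher at an unadjusted p under 0.05, DESeq2 and limma-voom called 1 and 0 higher, and 4 were higher and 3 lower without WT replicate 2. Leaving out pals-25(icb98) replicates 1, 2 and 3 in turn gave 4, 5 and 5 RNA interference genes higher, 15, 21 and 20 lectins higher and 3, 6 and 3 lower, and 4 PMK-1 genes higher in each case. Lectins lower numbered 5 without WT replicate 3, and PMK-1 genes higher 4 without WT replicate 1.

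Genes of the cuticle and of molting moved in both directions. Of 146 cuticle collagens, 48 rose and 13 fell (56 and 21 adjusted over the list alone, median log2 change 0.30, camera adjusted p = 0.000630, adjusted p = 0.451 with an estimated correlation). col-92 rose from 303 ± 19.2 to 1102 ± 112 CPM, its neighbor col-93 from 347 ± 30.8 to 1265 ± 143 CPM, col-8 by 5.33 and col-156 by 1.59, whereas lon-3 fell by 1.40 (edgeR adjusted p = 0.00518). Without WT replicate 2, in which the median of this list was 0.42 below the WT mean on the log2 scale, 70 rose and 37 fell. Of 69 abu/pqn genes, many of which are expressed in the pharyngeal cuticle, 26 rose and 7 fell (28 and 10 adjusted over the list alone, median 0.16, camera adjusted p = 0.000256, adjusted p = 0.407 with an estimated correlation). Besides abu-5, abu-2 (4.23), abu-4 (4.21) and pqn-90 (3.97) rose, and pqn-83 fell by 0.30 (edgeR adjusted p = 0.0149, up to 0.0782 and lost when any 1 mutant library was left out). Without WT replicate 2, 13 fell. Of 24 molting genes, 12 fell and 2 rose (19 and 2 adjusted over the list alone), with a median of -1.25 (camera adjusted p = 1.25e-06, adjusted p = 0.271 with an estimated correlation). acn-1 (-1.18), lrp-1 (-1.29) and the hedgehog-related qua-1 (-1.51) fell, while the peroxidase gene mlt-7 rose by 1.83 (edgeR adjusted p = 0.000104). Of 42 hedgehog-related genes, 14 fell and 4 rose (19 and 6 adjusted over the list alone, median -0.60, camera adjusted p = 0.0564, and 0.0430 with the size factors of DESeq2). grl-4 (2.58), grd-6 (2.20) and grl-21 (2.55) were among those that rose, which numbered 11 without WT replicate 2. These counts also changed with other libraries left out. Without pals-25(icb98) replicate 1, 26 collagens rose and 8 fell, 16 abu/pqn genes rose, and 5 molting genes fell and 1 rose. Without replicate 3, 27 collagens rose and 7 molting genes fell, and without WT replicate 3, 31 collagens rose. With WT replicates 1 and 3 and pals-25(icb98) replicates 1, 2 and 3 left out in turn, 3, 1, 1, 1 and 0 abu/pqn genes and 8, 6, 4, 8 and 5 hedgehog-related genes fell.

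Some vitellogenin and oocyte genes rose, while sperm, oocyte and vitellogenin genes also differed among the WT libraries. In WT replicate 2 the median log2 level relative to the WT mean was -1.27 for the major sperm proteins, against 0.61 and 0.66 in WT replicates 1 and 3, and it was -0.95 for other sperm genes, -0.67 for oocyte genes and -0.70 for vitellogenins. Of 6 vitellogenins, which encode yolk proteins, 4 rose and 0 fell (4 and 0 adjusted over the list alone, and 4 and 0 by DESeq2 and limma-voom, median 1.17, camera adjusted p = 0.00251, adjusted p = 0.451 with an estimated correlation). vit-6 rose from 1904 ± 614 to 6486 ± 946 CPM and vit-5 by 2.53. The rises of vit-2 (2.33, edgeR adjusted p up to 0.0613, lost without pals-25(icb98) replicate 1 or 3) and vit-1 (0.57, up to 0.150, lost with any 1 library left out) were less secure, and 2 vitellogenins rose without pals-25(icb98) replicate 1 or 3. Of 18 oocyte and eggshell genes, 5 rose and 0 fell (18 and 0 adjusted over the list alone, median 0.92, camera adjusted p = 1.10e-06, adjusted p = 0.451 with an estimated correlation). The 5 were cpg-2 (1.45), oma-2 (0.93), egg-2 (0.90), lin-41 (0.66) and chs-1 (0.65). The list had 18 rises and 0 falls without WT replicate 2, while each of these 5 calls was lost without any other single library, with an edgeR adjusted p of up to 0.157 for chs-1. DESeq2 and limma-voom called 18 and 8 higher and 0 lower. Of 30 major sperm protein genes, 0 passed in either direction (0 and 0 adjusted over the list alone, at an unadjusted p under 0.05, and by DESeq2 and limma-voom), although camera called the list (median 0.75, adjusted p = 0.000945, adjusted p = 0.699 with an estimated correlation) and 25 rose without WT replicate 2. With DESeq2 the camera adjusted p of this list was 0.120. The sequences of these genes were not compared here, so the division of reads among them is uncertain. The 28 other sperm genes gave 0 calls (0 and 0 adjusted over the list alone, 1 higher at an unadjusted p under 0.05 and by DESeq2, 0 by limma-voom, median 0.52, camera adjusted p = 0.0350, adjusted p = 0.755 with an estimated correlation). Without WT replicate 2 they gave 10 rises, 2 falls and a camera adjusted p of 0.527, and camera adjusted p was 0.0518 without pals-25(icb98) replicate 1 and 0.382 with DESeq2. Of 20 germline genes, 0 rose and 2 fell (0 and 0 adjusted over the list alone, median 0.14, camera adjusted p = 0.305). These were fbf-1 (-0.20) and fbf-2 (-0.24), whose calls were lost without any 1 library other than WT replicate 2 (edgeR adjusted p up to 0.159 and 0.105). At an unadjusted p under 0.05, 2 germline genes were higher, DESeq2 and limma-voom called 2 and 1 higher, and 4 were higher without WT replicate 2.

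Proteasome and ribosomal protein genes moved by little, and a few stress genes changed. Of 33 proteasome subunits, 28 fell and 0 rose (32 and 0 adjusted over the list alone), by a median of -0.20 (camera adjusted p = 2.15e-07, adjusted p = 0.407 with an estimated correlation). pas-7 (-0.28), rpt-4 (-0.26), rpn-11 (-0.29) and pbs-4 (-0.30) had the smallest p, although single mutant libraries ended the calls of rpt-4 (replicate 3), rpn-11 (replicates 2 and 3) and pbs-4 (replicate 1), at edgeR adjusted p of 0.0538, up to 0.0555 and 0.0502. The number of subunits lower was 15 without WT replicate 1, 4 without WT replicate 3, and 5, 4 and 2 without pals-25(icb98) replicates 1, 2 and 3. Of 77 ribosomal protein genes, 9 fell and 0 rose (0 and 0 adjusted over the list alone, median -0.09, camera adjusted p = 0.000646, adjusted p = 0.673 with an estimated correlation), with 17 falls without WT replicate 2, 2 without WT replicate 1 and 0 without any other library. Their share of falls was close to that of the other tested genes (odds ratio 1.11, one-sided Fisher's exact test p = 0.442). rpl-22 (-0.20), rps-13 (-0.16), rps-19 and rpl-6 (both -0.15) were of smallest p, and their calls were lost without WT replicate 3 or any 1 mutant library (edgeR adjusted p up to 0.109 for rps-19), and for all but rpl-22 without WT replicate 1. In neither list was a gene higher at an unadjusted p under 0.05 or by DESeq2 or limma-voom (0 in each). Of 19 genes of the ER unfolded protein response, 3 rose and 1 fell (6 and 4 without WT replicate 2, 2 fell without WT replicate 1, 3 and 4 adjusted over the list alone, median -0.00, camera adjusted p = 0.954). xbp-1 rose by 0.63 (edgeR adjusted p = 0.00411), while the calls of hsp-4 (0.49), ckb-2 (0.66) and pdi-2 (-0.60) were lost without single libraries (edgeR adjusted p up to 0.127, 0.133 and 0.115), WT replicate 3 and each mutant library among them and, for hsp-4 and ckb-2, WT replicate 1. Of 13 heat shock genes, 1, sip-1 (1.64), rose and 0 fell (0 and 0 adjusted over the list alone, camera adjusted p = 0.954 with direction up and a median of -0.07). The call of sip-1 was lost without any 1 library but WT replicate 2 (edgeR adjusted p up to 0.116). No other heat shock gene passed at an unadjusted p under 0.05 or by DESeq2 or limma-voom (1 higher and 0 lower in each), and 3 rose without WT replicate 2. Of 10 genes of the mitochondrial unfolded protein response, atfs-1 (0.40) and dve-1 (0.43) rose, and spg-7 (-0.36) and hsp-60 (-0.30) fell (2 and 5 adjusted over the list alone, median -0.16, camera adjusted p = 0.339). The fall of hsp-60 was lost without WT replicates 1 or 3 or pals-25(icb98) replicates 1 or 2 (edgeR adjusted p up to 0.0953), and 4 fell without WT replicate 2.

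Of 58 cytochrome P450 genes, 9 fell and 3 rose (9 and 4 adjusted over the list alone, median -0.28, camera adjusted p = 0.0560). cyp-33C9 (-1.54) and cyp-42A1 (-1.53) fell and cyp-32A1 (1.22) rose, and cyp-43A1 fell by 0.53 in a call lost without any 1 mutant library (edgeR adjusted p up to 0.0722). camera called this list with the size factors of DESeq2 (adjusted p = 0.0441), with either other filter on low counts (0.0302 and 0.0469), without WT replicate 1 (0.0396), WT replicate 3 (0.0366) or pals-25(icb98) replicate 2 (0.0356). Of 63 UDP-glucuronosyltransferase genes, 10 fell and 5 rose (12 and 7 adjusted over the list alone, median -0.31, camera adjusted p = 0.0454, adjusted p = 0.699 with an estimated correlation). That call was lost without WT replicate 2 (0.235), without pals-25(icb98) replicate 1 (0.141), with limma-voom (0.0885), DESeq2 (0.103), limma on TPM (0.0727 and 0.0895) and a filter of 5 counts in 3 libraries (0.0535). Besides ugt-42, ugt-22 (-0.50) and ugt-41 (-1.32) fell and ugt-18 (3.27) rose, and each of these calls was lost without pals-25(icb98) replicate 3 and, for ugt-41 and ugt-18, WT replicate 3 or either other mutant library (edgeR adjusted p up to 0.0575, 0.0999 and 0.0688). Without WT replicate 2, 16 P450 genes fell and 7 rose, and 21 UDP-glucuronosyltransferases fell and 14 rose. With WT replicates 1 and 3 and pals-25(icb98) replicates 1, 2 and 3 left out in turn, 4, 5, 2, 5 and 3 P450 genes fell and 1 rose in each case, while 6, 1, 1, 2 and 0 UDP-glucuronosyltransferases fell and 2, 1, 0, 0 and 0 rose.

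Markers of body wall muscle, epidermis, intestine, pharynx and neurons were not called as sets by camera, which compares them with the other genes, with 1 exception. Of 20 body wall muscle genes, 3 fell and 1 rose (3 and 1 adjusted over the list alone, median -0.09, camera adjusted p = 0.0352, adjusted p = 0.699 with an estimated correlation), a call lost with DESeq2 (0.124), without WT replicate 2 (0.235) and without pals-25(icb98) replicate 2 (0.101). tni-1 fell by 0.55 (edgeR adjusted p = 0.00251), whereas clik-1 (-0.27), unc-52 (-0.42) and unc-54 (0.19) lost their calls without WT replicate 3 or pals-25(icb98) replicate 1 or 3, and the first 2 also without replicate 2 (edgeR adjusted p up to 0.0940, 0.115 and 0.0770). Of 19 epidermis markers 5 rose and 4 fell (5 and 6 adjusted over the list alone, median -0.22, camera adjusted p = 0.793). The adult-stage collagen col-19 rose by 3.47 to 565 ± 80.6 CPM, and ptr-23 (1.43) and rnt-1 (1.44) rose, while che-14 fell by 1.24, a call lost without pals-25(icb98) replicate 1 (edgeR adjusted p = 0.0551), where 1 marker fell. Without WT replicate 3 or any 1 mutant library, 3 epidermis markers rose. Of 20 intestine markers, 4 rose and 0 fell (4 and 0 adjusted over the list alone, median 0.14, camera adjusted p = 0.165): ifb-2 (0.60), spp-5 (0.34), asp-1 (0.38, lost without WT replicate 3 or pals-25(icb98) replicate 3, up to 0.0548) and gem-4 (1.35, lost without WT replicate 1 or any 1 mutant library, up to 0.106). At an unadjusted p under 0.05, 2 intestine markers were lower, DESeq2 and limma-voom called 0, and 9 rose and 3 fell without WT replicate 2, against 2 and 0 without pals-25(icb98) replicate 3. Among pharynx markers, of which 13 were tested, myo-5 (0.45) and phat-4 (0.22) rose and ceh-22 (-0.91) and phat-3 (-1.32) fell (4 and 2 adjusted over the list alone, median -0.03, camera adjusted p = 0.987 with direction up). All of these calls but that of myo-5 were lost without WT replicate 3 or any 1 mutant library, and that of phat-4 also without WT replicate 1 (edgeR adjusted p up to 0.158, 0.116 and 0.127 in the order given), and 6 pharynx markers rose without WT replicate 2. Of 27 neuron markers 0 passed (0 and 0 adjusted over the list alone, median 0.01, mean -0.00, camera adjusted p = 0.954 with direction down), with 2 higher at an unadjusted p under 0.05, 0 by DESeq2 or limma-voom, and 6 higher without WT replicate 2.

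Of the 35 lists, 23 were called by camera and 8 of these also with an estimated correlation: the IPR, ORR, pals-22/25, jy111, pals, chil, F-box and cullin-RING ligase lists. Several of these lists share members, such as the 41 genes in both the IPR and ORR lists, so the 8 calls are not separate results.

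A run of neighboring genes fell together on chromosome V, a feature singled out after its values were seen. Between 3258374 and 3407893 (149.52 kb), all 40 tested genes had lower mean levels in pals-25(icb98), since the run was extended up to the nearest gene with a higher level on each side, and 30 of them were called lower. The median log2 change was -1.40, and 23 genes were called lower by over 2-fold. C17B7.12 fell to 8.01% of its WT level, F35F10.5 from 12.2 to 2.31 CPM (log2 change -2.40, edgeR adjusted p = 0.00400), and the arrestin-domain genes arrd-18 (-0.93) and arrd-19 (-0.82) and the F-box gene fbxa-65 (-0.92) also fell. The genes at either edge rose, T20D4.7 from 1.65 ± 0.570 to 230 ± 7.77 CPM and T28A11.13 from 0.118 ± 0.0676 to 14.9 ± 0.470 CPM. The number called lower ranged from 7 without pals-25(icb98) replicate 3 to 35 without WT replicate 2 (9 and 14 without mutant replicates 1 and 2, 15 without WT replicate 3), while the median stayed between -1.44 and -1.30 in these fits. With limma on log2(TPM + 1) the median was smaller, at -0.747. C04E12.4 was called higher without WT replicate 2, so its lower mean rests on that library.

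**Figure D3:**
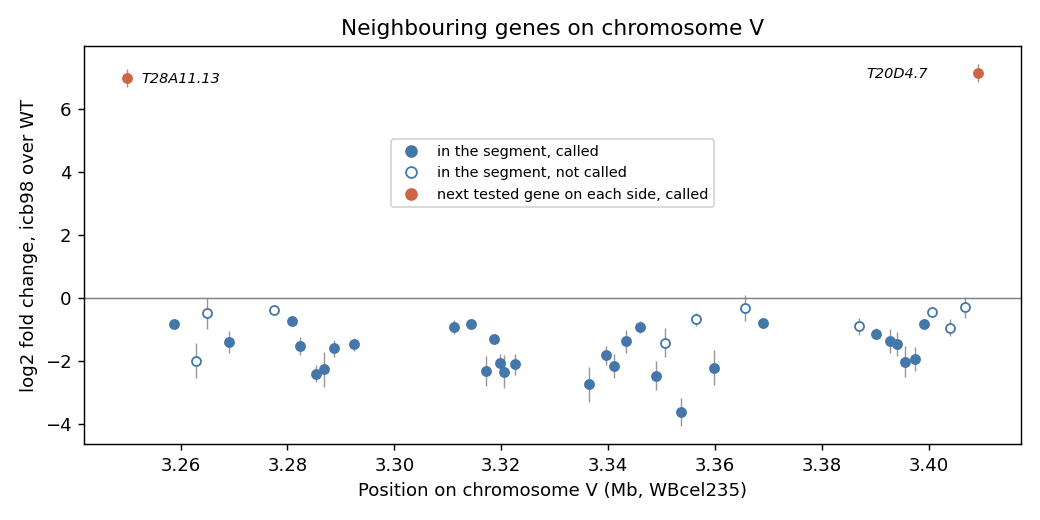
Log2 change in pals-25(icb98) against WT of each tested gene along part of chromosome V, by position in Mb, with genes past the edgeR threshold marked. The 40 genes of the run lie between -3.61 and -0.30, and the flanking genes T28A11.13 and T20D4.7 lie at 6.97 and 7.13.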

Values the study reported

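The study reported 501 genes upregulated in pals-25(icb98) and 168 in pals-25(jy111), of which 153 were shared. For col-12 it gave a log2 fold change of 1.67 in pals-25(icb98) animals, with a p-value of 1.53e-10.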

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

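All alternatives to the processing were planned. Genes higher in pals-25(icb98), 1584 as reported, numbered 846 when transcripts were tested singly, and those lower, 1729 as reported, numbered 565 with that test and 1010 with the replicate number as a block. Leaving out each library in turn gave 682 to 3165 genes higher and 330 to 2972 lower, the highest counts without WT replicate 2 and the lowest without pals-25(icb98) replicate 1. At the study's thresholds limma on log2(TPM + 1) gave 246 genes against 423, since a pseudocount of 1 shrinks the change of low genes, and the other alternatives gave 380 to 457. The preset genes called numbered 5 to 10 with 1 library left out, against 8. At the transcript level the call of tns-1 came from M01E11.7b.2, with 0 counts in WT, whose fitted value of 9.12 is no bound (at least 68.4-fold higher); its more abundant transcripts did not pass. IPR rises stayed between 58 and 68 and ORR rises at 126 or more, and 16 to 23 other lists passed camera, which was not run on transcripts. Of the genes named by the rule 134 were called, and 0 reversed in any alternative but the transcript-level test, which lost 37 calls, while leaving out a library lost 2 to 44 and the other tools, scalings and filters 0 to 6. Samples shared only a replicate number: correlations of deviations within a number were 0.0778, 0.247 and 0.129, and WT replicate 1 correlated best with pals-25(icb98) replicate 3 (0.149). The block gave 1184 genes higher, 422 at the study's thresholds, and lost 19 calls among the named genes; 6 proteasome subunits were lower against 28, and the cytochrome P450 list passed camera (adjusted p = 0.0412). DESeq2 called 2294 higher and 2487 lower. Depth limits genes such as F26F2.4, with 12 counts in WT and 13 in the mutant.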

Other observations

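The gene families and neighboring genes described here, and all tests in this part except those of developmental timing and of other splits of the samples, were chosen after the results were seen.

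Among 386 groups of genes that share a symbol prefix and have at least 5 tested members, several not covered by the fixed lists held more called genes than the rest of the genome (Fisher's exact test, adjusted over the 386 groups). That test takes the genes as independent, and none of the 6 groups named here passed camera with a correlation estimated from the data (adjusted p = 0.931 for each). With the correlation of 0.01, the atg group alone among them did not pass camera (adjusted p = 0.0928). Of 12 galectin-type lectin genes (lec), 7 rose (adjusted p = 0.00168), including lec-8 (0.60), lec-2 (0.62) and lec-9 (0.35), against 4 without WT replicate 3 and 3, 3 and 4 without pals-25(icb98) replicates 1, 2 and 3. Of 12 autophagy genes (atg), 6 rose and 1 fell (adjusted p = 0.0143): atg-18, a phosphoinositide-binding protein gene, rose from 58.3 to 144 CPM, atg-2 by 0.95 and atg-3 by 0.65, while atg-10 fell by 1.54, a call lost without WT replicate 3 or any 1 mutant library (edgeR adjusted p up to 0.0953). Of 11 nspb genes 10 rose with a median of 2.17 (adjusted p = 5.13e-08), but their sequences were not compared and single values are uncertain if reads are shared among them, and 4 and 5 rose without pals-25(icb98) replicates 1 and 3. Among mitochondrial ribosomal protein genes, 14 of 29 mrps genes were lower (median -0.23, adjusted p = 7.69e-05) and 16 of 40 mrpl genes (median -0.24, adjusted p = 0.000143). With WT replicates 1 and 3 and pals-25(icb98) replicates 1, 2 and 3 left out in turn, 4, 1, 0, 0 and 0 mrps genes and 7, 4, 1, 2 and 2 mrpl genes were lower, and without WT replicate 2, 27 mrpl genes. Of 25 translation initiation factor genes (eif), 12 were lower (median -0.19, adjusted p = 0.000228), including eif-3.F (-0.34) and eif-3.I (-0.25), against 7, 3, 3, 6 and 5 with the same libraries left out in turn. Counts assigned to mitochondrial DNA made up 0.954%, 1.01% and 0.927% of WT libraries and 0.686%, 0.753% and 0.717% of mutant libraries.

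The genes that rose were also clustered along the chromosomes. The 422 genes placed on a chromosome that rose by over 4-fold formed 135 pairs of adjacent tested genes, against at most 26 in 10000 random placements (permutation test, p = 1e-04, the smallest these can give). The fullest window, on chromosome V between 8723370 and 8762961, held 14 such genes among 15, from ZC196.9 to B0507.8, among them droe-8 (from 0.645 to 122 CPM), B0507.6 (1.45 to 77.7 CPM) and ddn-1. ZC196.5 rose less, by 1.02. The 488 genes that fell by over 2-fold formed 67 adjacent pairs, against 14.8 expected and at most 33 in the random placements (permutation test, p = 1e-04, again the smallest possible). How much of the clustering comes from reads shared among neighboring paralogs of similar sequence was not tested.

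All 6 lists fixed as stage markers (major sperm proteins, other sperm genes, oocyte genes, vitellogenins, molting genes and cuticle collagens) passed camera, 5 did so without WT replicate 2 and 0 did with an estimated correlation. This is consistent with a difference in developmental timing between the groups for part of the changed genes, with mutant animals farther along, and an effect of the genotype on these genes is also open. The authors reported no delay of pals-25(icb98) in reaching L4 and a rate of development similar to that of WT, both carrying icbIs4. That was measured on other animals than those sequenced. For the IPR and ORR genes, the median of the 232 tested genes varied by 0.0344 on the log2 scale among WT libraries. It rose by 3.50 in the mutant. The same WT libraries differed by 1.94 for major sperm proteins and 1.03 for oocyte genes. Members such as pals-5 (5, 8 and 4 counts in WT replicates 1 to 3) and chil-27 (6, 2 and 9) were near 0 in WT. Levels this low can hide a difference among WT libraries, so for such genes this range cannot decide whether a stage difference of that kind contributes. Some genes of the IPR ligase were higher in WT, such as cul-6 (277, 238 and 260 counts) and skr-5 (60, 47 and 56). The median of the 6 tested ligase genes was -0.02, -0.01 and 0.01 in WT replicates 1 to 3 and 1.77, 1.77 and 1.72 in the mutant. For these 6 genes the values argue against a stage difference of that kind. Of the 10 splits of the 6 libraries into groups of 3, 1 (the real one, with 3313 genes) gave as many calls, and the highest of the others gave 0; the splits are too few for a share under 0.05.

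The run of falling genes on chromosome V may be a regulated domain or a property of the mutant strain. Chance placement of the fallen genes is argued against by the fullest window of 13 among 15, where random placements reached at most 7 (permutation test, p = 1e-04, the smallest possible). A deletion of the segment is argued against by the median of 37.5% of the WT level that its genes kept. A stage difference remains open, since the median of the segment varied by 0.390 among the WT libraries and was highest in WT replicate 2, although the fall in the mutant was larger, at -1.40. Another sequence variant of the mutagenized strain and an effect of PALS-25 itself were not tested.

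Transcript-level calls included genes whose totals barely moved. Of 457 genes with a transcript past the study's thresholds, 52 moved by under 2-fold as genes, such as lea-1, whose transcript K08H10.1g had 0 counts in WT and 754, 408 and 426 in the mutant while the gene changed by 0.23. Reads divided differently among overlapping transcripts could give this pattern, as could a switch of promoter or splicing. Another transcript fell by over 4-fold in 9.62% of the 52 genes, which was first read against a division of reads, but in 40 of them the other transcripts held over 4 times the gain already in WT and could supply it without such a fall. The test is therefore void, and the 2 explanations cannot be told apart from estimated counts.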
